# Enriched Bone Marrow Derived Disseminated Neuroblastoma Cells Can Be a Reliable Source for Gene Expression Studies—A Validation Study

**DOI:** 10.1371/journal.pone.0137995

**Published:** 2015-09-11

**Authors:** Fikret Rifatbegovic, M. Reza Abbasi, Sabine Taschner-Mandl, Maximilian Kauer, Andreas Weinhäusel, Rupert Handgretinger, Peter F. Ambros

## Abstract

**Background:**

Metastases in the bone marrow (BM) in form of disseminated tumor cells (DTCs) are frequent events at diagnosis and also at relapse in high-risk neuroblastoma patients. The frequently highly diluted occurrence of DTCs requires adequate enrichment strategies to enable their detailed characterization. However, to avoid methodical artifacts we tested whether pre-analytical processing steps—including transport duration, temperature and, importantly, tumor cell enrichment techniques—are confounding factors for gene expression analysis in DTCs.

**Methods:**

LAN-1 neuroblastoma cells were spiked into tumor free BM and/or peripheral blood and: i) kept at room temperature or at 4°C for 24, 48 and 72 hours; ii) frozen down at -80°C and thawed; iii) enriched via magnetic beads. The effect on the gene expression signature of LAN-1 cells was analyzed by qPCR arrays and gene expression microarrays.

**Results:**

Neither storage at –80°C in DMSO and subsequent thawing nor enrichment of spiked-in neuroblastoma cells changed the expression of the analyzed genes significantly. Whereas storage at 4°C altered the expression of analyzed genes (14.3%) only at the 72h-timepoint in comparison to the 0h-timepoint, storage at room temperature had a much more profound effect on gene expression by affecting 20% at 24h, 26% at 48h and 43% at 72h of the analyzed genes.

**Conclusion:**

Using neuroblastoma as a model, we show that tumor cell enrichment by magnetic bead separation has virtually no effect on gene expression in DTCs. However, transport time and temperature can influence the expression profile remarkably. Thus, the expression profile of routinely collected BM samples can be analyzed without concern as long as the transport conditions are monitored.

## Introduction

With the development of new genomic and transcriptomic techniques over the past two decades, our understanding of molecular mechanisms in various tumors has increased dramatically. Gene expression profiling by microarray analysis and other technologies has enabled the classification of a number of adult and pediatric tumors, as well as the prediction of patient outcomes [1–5]. Some of these gene expression signatures have been implemented in FDA approved tests which are already commercially available and are used to identify patients who benefit from specific treatment protocols [6].

In neuroblastoma (NB), which is the most common extracranial cancer of early childhood [7, 8], several studies presented gene expression signatures of primary tumors that predict patient outcome [1, 9–14]. Despite the fact that bone marrow (BM), as a special source for liquid biopsy [15], is by far more accessible than tumor samples (BM aspirates are routinely obtained at different time points in current high risk neuroblastoma studies, e.g. HR-NBL1) and that it is a common organ for disseminated tumor cells (DTCs) in NB [16], the expression profile of enriched DTCs was studied so far from one group [17]. However, the results concerning differences in the expression profile between NB patients being alive vs dead were only of minor impact. Thus, further well-designed studies are required to better uncover the expression differences among differently behaving patients. In contrast, in leukemia research BM samples are already used as a source for gene expression profiling studies [18–21].

Virtually all biospecimens experience a number of manipulations prior to analysis. Depending on the goal of the analysis and the targets to be analyzed, these pre-analytical manipulations can influence the results of the study. Whereas DNA remains usually stable during the various pre-analytical manipulations and sample storage [22, 23], RNA is more prone to degradation due to its biochemical instability and sensitivity to RNases. In addition, RNA transcription is highly regulated and can be influenced by different factors [24]. Surprisingly, results of various studies concerning the impact of pre-analytical manipulations on RNA integrity and gene expression are not consistent. Several studies analyzing the impact of warm ischemia prior to sample processing on RNA integrity showed that the RNA is stable up to 24h at room temperature [25–28], whereas other studies showed that RNA is less stable under the same conditions [29–32]. In addition, several studies analyzed the impact of various pre-analytical manipulations on the gene expression signatures of biospecimens, showing that gene expression alterations occur at different rates, probably depending on the tissue type [26, 33–36]. Neuroblastoma cells present the GD2 ganglioside on the cell membrane at high concentration making this molecule an ideal marker to quantify neuroblastoma cells [37] but also to enrich these cells via magnetic bead-based technology. In our recent studies we have shown that the enriched disseminated NB cells from BM samples can serve as an excellent source of high quality DNA for molecular diagnostics by ultra-high density SNParrays [38, 39]. However, the impact of pre-analytical handling, i.e. transport of the samples at room temperature or at 4°C, storage at -80°C and magnetic bead-based enrichment of disseminated NB cells on their gene expression signature, has not been addressed so far.

## Material and Methods

### Cell culture

The human NB cell line LAN-1, kindly provided by Dr. R Seeger, USA, was grown in RPMI 1640 medium (Life Technologies) supplemented with 10% fetal bovine serum (PAA), 2.5% HEPES buffer (PAA), 1% sodium pyruvate solution (PAA) and 0.7% penicillin/streptomycin (PAA). Cells were grown to 60–80% confluence before spiking and RNA extractions.

### Collection of peripheral blood and BM samples

Peripheral blood (PB) of healthy volunteers was collected in heparin coated blood collection tubes (Vacuette). Tumor-free BM aliquots were obtained from leftover material of samples obtained for diagnostic procedures within the course of a clinical study. Written consent was given by the patient/parent to do the diagnostic test and to do research on left over material. The study ‘Analyse von Tumorzellexpressionsmarkern von Neuroblastompatienten mit disseminiertem Stadium’ was approved by the St. Anna Kinderspital Ethics Commission on the 9^th^ July 2014 in Vienna, Austria.

### Spiking and enrichment of LAN-1 cells

1x10^6^ LAN-1 cells were spiked into fresh PB and tumor-free BM. The PB and BM were diluted 1:1 with cold RPMI media (Life Technologies) and mononuclear cells (MNCs) were isolated by density gradient separation (Lymphoprep, Axis Shield) according to standard methodology. Enrichment of LAN-1 from the MNC fraction was performed by magnetically activated cell sorting (MACS, Miltenyi) applying FITC labeled anti-GD2 antibody (delta CH2 clone) and anti-FITC microbeads as described earlier [38]. Both, density gradient centrifugation and magnetic bead-based separation were performed at 4°C. Small aliquots of the enriched fraction were used for cytospin preparation and GD2-immunofluorescence/DAPI staining. The enrichment efficiency was estimated by counting GD2^POS^ cells by fluorescence microscopy (Zeiss) as described earlier [38].

### Freezing and thawing of MNCs

Isolated MNCs, including spiked-in tumor cells, were centrifuged for 10 minutes at 1300 rpm and 4°C. The pellet was resuspended in RPMI 1640 medium (Life Technologies) and diluted 1:1 with DMSO (Serva) to a final volume of 1.8 ml with 20% DMSO. The cells were frozen at -80°C by using cell freezing containers (Biocision) that allow controlled freezing (-1°C per minute).

After storage at -80°C for seven days, the samples were thawed by transferring the whole cell solution to 10 ml of ice-cold RPMI 1640 medium (Life Technologies). The cells were centrifuged for 10 minutes at 1300 rpm and 4°C, and the supernatant was discarded. Finally, the pellet was resuspended in MACS buffer (PBS, Life Technologies; 0.5 mM BSA, Sigma Aldrich; 2 mM EDTA, Life Technologies).

### qPCR analysis

Total RNA was extracted by TRIzol (Life Technologies) according to the manufacturer´s protocol. Quantity and quality of RNA were determined by the ND-1000 spectrophotometer (Thermo Scientific) and RNA integrity by Experion (BioRad) according to the manufacturer´s instructions. For qPCR analysis, 200 ng of total RNA was reverse-transcribed into cDNA using an oligo dT 20 primer (VBC biotech), Reaction Buffer (Promega), 4x10 mM dNTP Mix (Promega), 40 U/μl Recombinant RNasin Ribonuclease Inhibitor (Promega), 200 U/μl M-MLV Reverse Transcriptase (Promega) and RNase free H2O (Qiagen). Reverse transcription was performed in a T3000 thermocycler (Biometra). Annealing was performed for 5 minutes at 70°C and 5 minutes at 4°C. The reverse transcription reaction was done with the following program: 60 minutes at 42°C and 15 minutes at 70°C. The qPCR analysis was done with the 96.96 Dynamic Array IFC (Fluidigm) using a precast palette of 96 cancer oriented genes according Fluidigm’s recommendations. In short cDNA were preamplified for 22 cycles with all the 96 primer pairs at a concentration of 200nM of each primer in a standard PCR setup in 10μl volumes. Then pre-amplicons were diluted 1:5 with water loaded into 96x96 microfluidic qPCR arrays together with each of 96 single primer PCR mixes including Eva Green for detection using Fluidigm’s HX-IFC Controller (Fluidigm). PCR primers and specific conditions are available on request. Cp-values were extracted from qPCR runs with the Biomark-software (Fluidigm) and used for further bioinformatic analyses.

### Microarray Analysis

For GeneChip PrimeView Human Gene Expression analysis (Affymetrix), total RNA was extracted by TRIzol (Life Technologies) and treated with RQ1 RNase–Free DNase (Promega) according to the manufacturer´s protocol. Prior to microarray analysis, total RNA was purified according to the RNeasy MinElute Cleanup (Qiagen) protocol. 100ng total RNA was used for the GeneChip PrimeView Human Gene Expression analysis following the manufacturer´s protocol. The *in vitro* transcription was performed for 16 hours, and the hybridization was done in the GeneChip Hybridization Oven 640 (Affymetrix). The GeneChip Scanner 3000 was used for scanning.

### Bioinformatic Analysis

CEL files from Affymetrix Primeview arrays were further processed in R statistical environment using Bioconductor packages [40]. Summarized log_2_ probe set signals were calculated using RMA [41]. Subsequently the most variable (across all samples) probe set was chosen for each gene for further analysis. Differential gene expression between groups of samples (N = 3 biological replicates for each different treatment of cells) was determined using the limma package [42]. P values for differential expression analysis were adjusted for multiple testing by the Benjamini-Hochberg method [43].

Further analyses of qPCR data were performed in R statistical environment using Bioconductor packages [40]. For each gene qPCR-CT values of technical replicas on the same 96 well array were averaged and subsequently these values were normalized to the mean of 3 control genes (*ALDOA*, *RPL11*, *RPL19*). For each treatment 3 biological replicates were done and differential gene expression values between the different treatment options were determined using the limma package [42]. P values for differential expression analyses were adjusted for multiple testing by the Benjamini-Hochberg method [43]. Genes were omitted if they had failed results in any of the conditions.

## Results and Discussion

### Incubation of spiked-in tumor cells at 4°C and at room temperature influences the expression profile of tested genes moderately and strongly, respectively.

We addressed the impact of three pre-analytical handling steps on the gene expression signature of spiked-in NB cells: i) storage (= transport to the lab), ii) freezing/thawing and storage at -80°C, and iii) density gradient separation and magnetic bead-based enrichment of NB cells. An overview of all pre-analytical handling procedures is shown in Fig 1.

**Fig 1:**
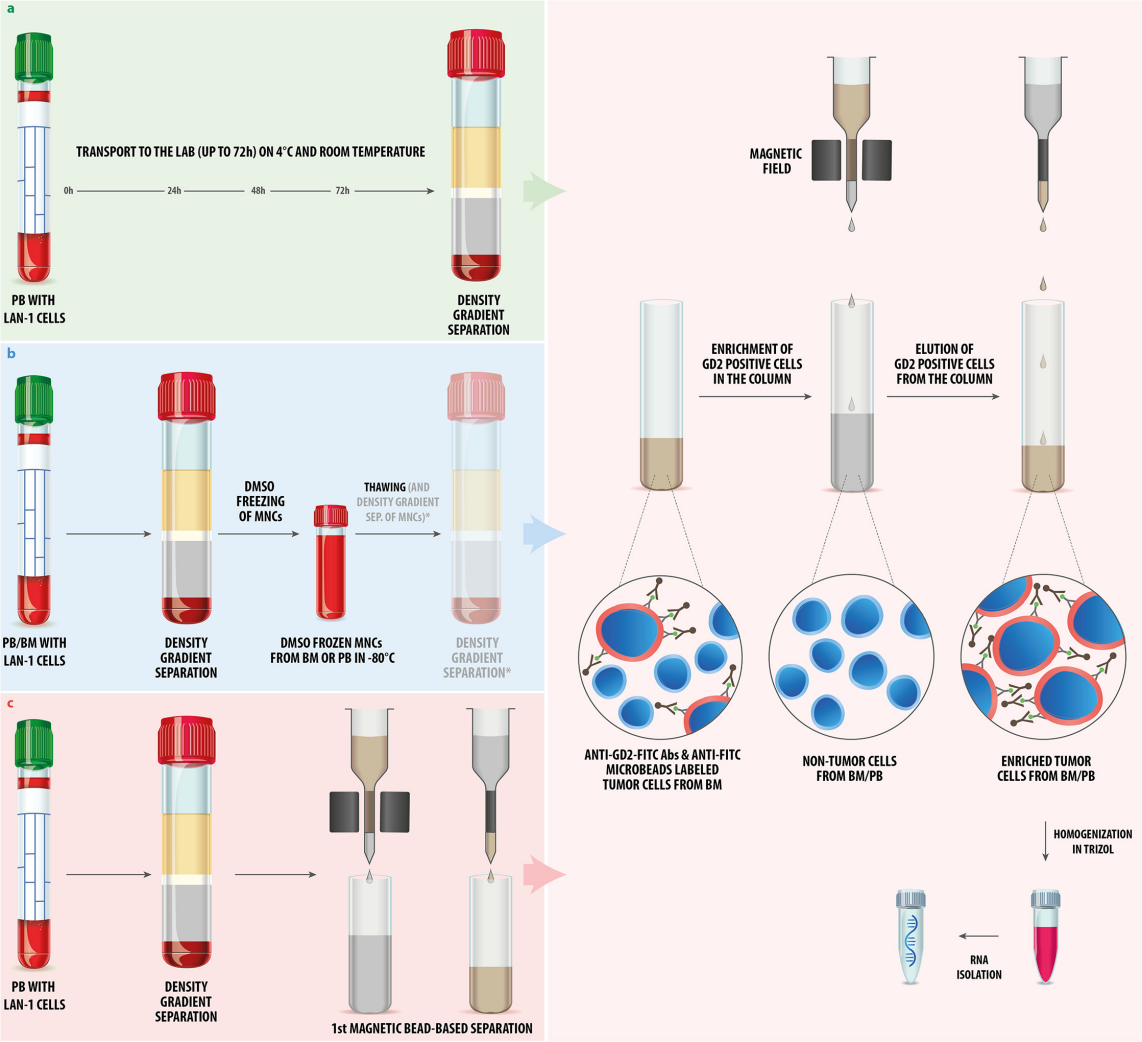
Experimental design. **(a)** We spiked LAN-1 NB cells into fresh PB and kept the samples for 0, 24, 48 and 72h at room temperature and, for the same time periods, at 4°C prior to density gradient separation. The LAN-1 cells were enriched from the MNC fraction with magnetic beads to a 99% purity of the tumor cell fractions prior to homogenization in TRIzol. RNA was isolated from all seven samples simultaneously and used for the qPCR array. (**b)** LAN-1 cells were spiked into PB and tumor-free BM, and density gradient separation was immediately performed. The MNCs were frozen in 20% DMSO for seven days at -80°C. After thawing, the LAN-1 cells were either directly enriched by magnetic bead-based separation, or an additional density gradient separation (*) was performed prior to magnetic bead-based separation. The samples were homogenized in TRIzol and the isolated RNA was used for qPCR (in case of PB) and microarrays (in case of BM). **(c)** LAN-1 cells were spiked into PB and density gradient separation of MNCs was performed without delay, following two enrichment steps in a row. The >99% LAN-1 cell fractions were homogenized in TRIzol and RNA was isolated from all samples simultaneously. qPCR arrays were performed in order to analyze the effect of enrichment on selected genes.

To address the question of how the gene expression of tumor cells in PB changes during transportation time (= incubation time), we analyzed 70 genes in spiked-in tumor cells incubated for 0, 24, 48 and 72 h at 4°C and for the same time periods at room temperature by the qPCR 96 well array (Fig 1). Fresh PB was aliquoted in seven 2 ml fractions. One aliquot, serving as baseline for the analysis (0h), was immediately processed (density gradient separation > magnetic bead-based enrichment > TRIzol homogenization), while the other six samples were first incubated at 4°C or at room temperature for 24h (n = 2), 48h (n = 2) and 72h (n = 2) (Fig 2).

**Fig 2:**
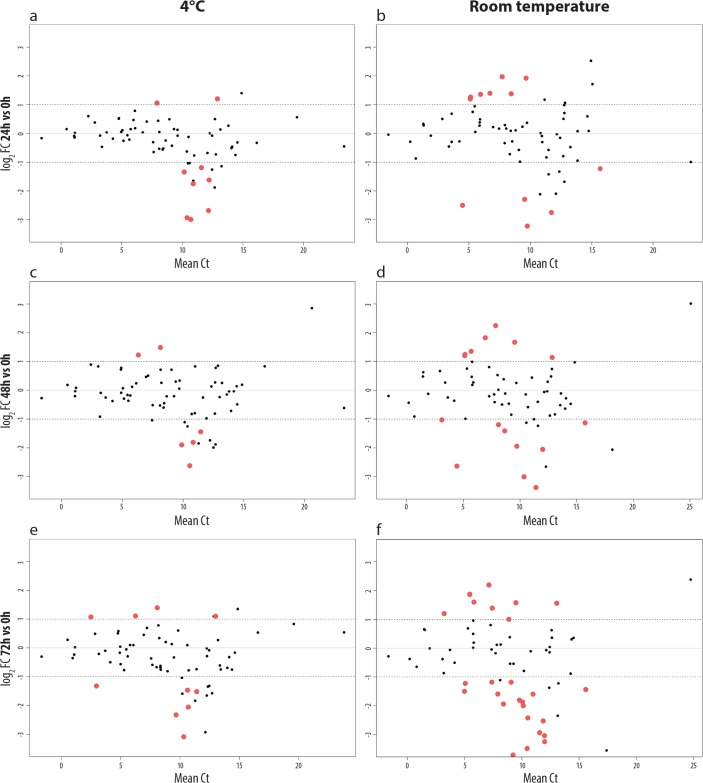
Altered gene expression of NB cells kept at 4°C and at RT up to 72h. 70 genes were analyzed by qPCR array. The altered gene expression of LAN-1 cells kept for 24 hours in PB on 4°C (a) and at room temperature (b) is shown. In (c) and (d) the same is shown for 48h, and in (e) and (f) for 72h. Red dots represent genes that are significantly changed (p<0.05, |log_2_FC|>1) at given time points compared to the baseline (time point 0h). Genes with |log_2_FC|>1 and labeled by black dots, did not show significant changes (p>0.05) between the three biological replicates. The log_2_ fold change for a given conditions is indicated on the y-axis, whereas the mean Ct value is shown on the x-axis.

At 4°C the expression of nine analyzed genes (12.87%) was significantly changed (p<0.05, |log_2_FC|>1) at 24 h, six genes (8.57%) at 48 h and ten genes (14.29%) after 72 h. Even more gene expression alterations—as compared to the immediately processed sample—were observed when PB samples were stored at room temperature, which resulted in a significant change (p<0.05, |log_2_FC|>1) of 14 genes (20%) after 24 h, 18 genes (25.71%) after 48 h and 30 genes (42.86%) after 72 h (Fig 2).

At 4°C, the expression of only four genes (5.71%) was found to be significantly altered at all three time points (*MAP1B*, *ITGAL*, *MUC5AC* and *CRLF1*). *MAP1B* encodes a microtubule associated protein that is essential for neuritogenesis [44], and it was the only down-regulated gene during all three time points at 4°C. MAP1B mRNA expression was found to be abundantly expressed in proliferating and differentiating cells of the developing central nervous system [45]. The MAP1B protein is also known to be associated with p53 in neuroblastoma cell lines decreasing its activity and inhibiting doxorubicin-induced apoptosis [46]. *ITGAL*, one of the three up-regulated genes, encodes a cell adhesion protein. In a former study, it was shown that the surface expression of the protein could be increased by hyperthermia in a neuroblastoma cell line [47]. The gene expression of MUC5AC was found to be altered by temperature increase in a non-neuroblastoma model [48], whereas no considerable studies associated with CRLF1 gene expression and neuroblastoma or temperature dependence are present. As some genes we found altered in our study are of interest for the neuroblastoma research community, it is important to consider that alterations of these genes seen in other studies can be, at least in part, a consequence of sample storage.

At room temperature, 11 genes (15.71%) had an altered gene expression level at all three time points (*RXRA*, *VEGFA*, *RXRB*, *CA4*, *BMP7*, *CXCL1*, *PDGFA*, *COMP*, *GRM8*, *CDKN2C*, and *CYP27A1*), which is a significant increase compared to the storage at 4°C where we found only four genes altered at all three time points. An overview of all altered genes is shown in the S1 Table.

The two at room temperature up-regulated genes, *VEGFA* and *PDGFA*, encode growth factors that have been found to be significantly higher expressed in advanced neuroblastomas as compared to low stage tumors, with *PDGFA* being associated with patient survival [49]. Authors have also suggested anti–VEGFA treatment for high-risk neuroblastoma patients [50]. However, data concerning VEGFA expression in neuroblastoma are not consistent [51], which could be, at least in part, due to different storage conditions of the biological samples.

Notably, all samples in our study had RQI values ranging from 7.9–10.0, and no trend in RNA degradation during incubation was observed (S2 Table). These observations exclude the possibility that the gene expression alterations were mainly due to RNA degradation, but are rather due to transcriptional regulation. However, the alterations at room temperature could also be, at least in part, a consequence of tumor cells being attacked by NK cells, macrophages or T-cells in the peripheral blood of the unrelated donor (personal communication S. Asgharzadeh).

Our results show that the gene expression signature of NB cells is altered considerably during time delays at room temperature prior to analysis or storage at -80°C in DMSO. This is in agreement with similar findings [26], emphasizing that, ideally, no shipment of fresh BM should be undertaken, and in case no other possibility exists, shipping to the lab should be done at low temperature and, ideally, be monitored. According to published studies, there is a tissue-dependent effect of sample storage at RT. In colon tissue the first significant gene expression alteration was observed already 15 minutes after surgery [52], whereas in breast tissue the expression was stable for two hours at room temperature [27]. In case of circulating tumor cells in peripheral blood of breast cancer patients, first significant alterations of gene expression were observed already after 4 h, while the expression of other genes was stable for 48 h [53]. As our data suggest, this effect can be moderated by keeping the samples at 4°C instead of keeping them at room temperature. To obtain highly reliable data from gene expression studies, BM samples should be processed immediately or frozen within few hours after aspiration.

### Freezing and thawing of spiked tumor cells does not systematically alter their expression signature

We evaluated the impact of freezing, storage at -80°C and thawing of PB/BM samples on the gene expression of spiked-in NB cells. LAN-1 cells were spiked into three PB and three BM samples. All samples were used for density gradient separation. In the first experimental set up, the BM and PB samples were enriched for GD2^pos^ LAN-1 cells and homogenized in TRIzol immediately after spiking, whereas two other BM and PB samples were frozen in 20% DMSO and stored for seven days at -80°C in DMSO. After thawing, the second set of PB and BM samples were enriched for GD2^pos^ cells, followed by homogenization in TRIzol. The third group of PB and BM samples, after one additional density gradient centrifugation step, underwent the same further steps as the samples described above (Fig 1).

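LAN-1, an established neuroblastoma cell line, was spiked into tumor-free bone marrow in 3 biological replicates and recovered through the GD2 ganglioside on its surface. Expression was measured in 3 conditions with 3 arrays each. Cells were processed fresh, or frozen as mononuclear cells in 20% DMSO for 7 days at -80°C and recovered after thawing, with or without an additional density gradient separation. From 100 ng of total RNA, 1 PrimeView array per sample was hybridized. The authors deposited log2 RMA values for 49395 probe sets. Here, 44988 probe sets with 1 gene symbol were reduced to 18132 genes by taking the most variable probe set of each gene over the 9 arrays, as the paper's methods state. The 3 conditions were fitted in 1 limma model. Genes past an unadjusted p under 0.05 and an absolute log2 fold change over 1, the paper's criterion with its p read as unadjusted, were counted in each direction. Arrays are named by the condition in their deposited labels.

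The arrays differed in how far the labelled RNA reached toward the 5' ends of transcripts. GAPDH, a glycolytic enzyme with separate control probe sets for its 3' and 5' ends, had a 3' minus 5' difference of 3.35 ± 1.69 on the log2 scale (SD, n = 3) in the fresh arrays. It was 1.16 ± 0.26 (SD, n = 3) in the arrays labelled frozen without gradient and 3.90 ± 2.49 (SD, n = 3) in those labelled frozen with gradient. The arrays without gradient lay below all fresh arrays (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The same difference for 4 bacterial control RNAs, which are not made by the cells, averaged 2.88 ± 0.95, 1.82 ± 0.15 and 3.49 ± 1.54 (SD, n = 3 each) in the same order, and that of ACTB, a cytoskeletal actin, 4.86 ± 0.85, 3.67 ± 0.40 and 4.79 ± 0.53 (SD, n = 3 each). For both of these the arrays without gradient overlapped the fresh ones (exact permutation test, two-sided, p = 0.2), and ACTB was not higher with gradient than in the fresh arrays. Over the 9 arrays the GAPDH and the bacterial differences had a Pearson r of 0.987 (permutation p = 0.00011) and a Spearman rho of 0.95 (permutation p = 0.00047), and r was 0.933 without the 2 arrays farthest from the median. This was the 1 relation of this kind computed.

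**Figure D1:**
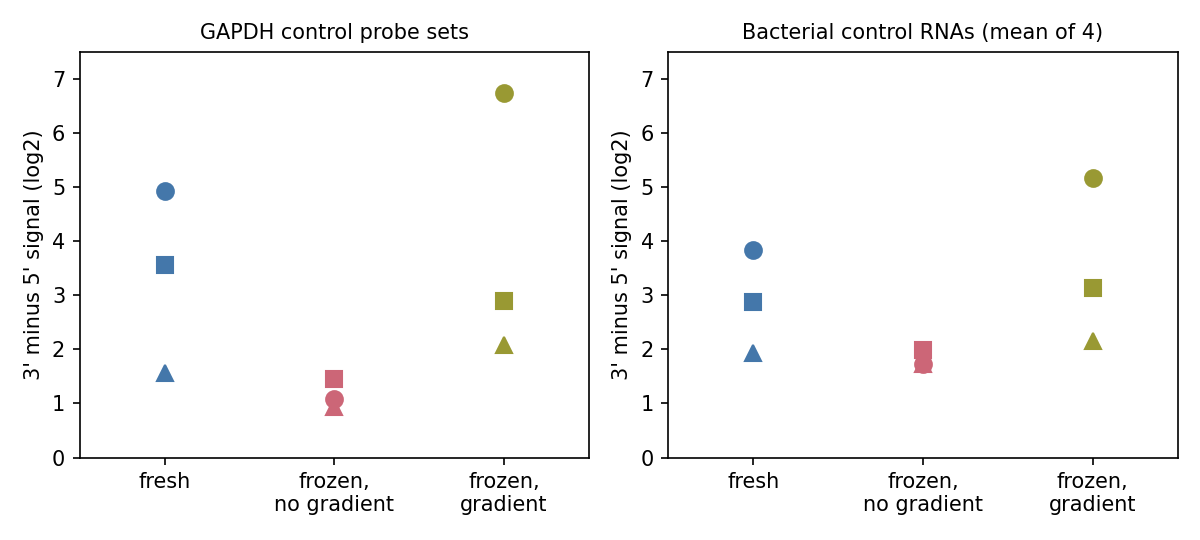
Signal of the 3' minus the 5' control probe sets (log2, vertical axis) for GAPDH and for the mean of 4 bacterial control RNAs, by condition, with 1 point per array and 1 symbol per replicate number (circle 1, square 2, triangle 3). The GAPDH difference spans 0.94 to 1.45 in the arrays labelled frozen without gradient and 1.56 to 4.92 in the fresh arrays.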

After RNA isolation, we performed a qPCR analysis of 64 genes on the spiked tumor cells in PB, and microarray analyses of 19960 genes on tumor cells spiked in BM (Fig 3). The qPCR data indicate that the expression of one gene was significantly changed (p<0.05, |log_2_FC|>1) if, after thawing of PB, no additional density gradient separation step was introduced (Fig 3A). The expression of two genes (3.13%) was significantly changed (p<0.05, |log_2_FC|>1) when an additional density gradient separation step was performed (Fig 3B). One gene (*CDKN2C*) was altered in both post-thawing procedures. However, no overall trend in gene expression changes could be observed in the analyzed genes and replicates (S3 Table).

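HBB and transcripts of granulocytes, cells that the separation of mononuclear cells on Lymphoprep and the GD2 enrichment are meant to remove, were among the largest decreases in the 3 arrays labelled frozen without gradient against the 3 fresh arrays. HBB, the beta chain of hemoglobin, fell by 3.97 on the log2 scale (standard error 0.91, adjusted p = 0.29 from limma), from 11.88 ± 1.01 to 7.91 ± 2.03 (SD, n = 3). S100A8, a calcium-binding protein counted here with granulocytes, fell by 3.43 (standard error 0.93, adjusted p = 0.29 from limma). S100A12, another such protein, fell by 2.72 (standard error 0.63), and MMP9, a matrix protease of granulocytes, by 1.59 (standard error 0.49), or 0.91 and no longer past the criterion without fresh replicate 1. Most genes past the criterion moved the other way, led by EEF1G, a subunit of translation elongation factor 1, with a log2 fold change of 2.50 (standard error 1.04, adjusted p = 0.355 from limma). Its probe set with the highest mean had 0.12, the GAPDH difference as a covariate gave 0.60, and 6 of 9 fits that each left out 1 array lost the call.

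Of 26 measured genes of granulocytes and their precursors, 7 fell, none rose and 19 did not pass (median log2 fold change -0.52, 3 lower when adjusted over the list alone). Signals of this list were low, with a median of the mean log2 of 4.32. All genes with a mean log2 of 4 to 6 had a median log2 fold change of -0.11 in this comparison. The 7 became 2 without fresh replicate 1, and 4 without replicate 1 or 3 of the arrays without gradient. The list passed limma's camera test with an adjusted p of 1.75e-07, and had an adjusted p = 0.636 with an estimated correlation. Of 16 erythroid genes, HBB fell and 15 did not pass (camera adjusted p = 0.0252, and adjusted p = 0.636 with an estimated correlation, and not past camera without fresh replicate 3 (0.0793) or replicate 3 of the arrays without gradient (0.0523)). Of 21 genes of monocytes and macrophages 1 rose and 1 fell (camera adjusted p = 0.101). The 1 that fell was C1QB, at -1.03, against -0.19 for its other probe set.

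Of 63 ribosomal proteins 6 rose, among them RPL23 with a log2 fold change of 1.65 (standard error 0.46), and none rose when adjusted over the list alone (camera adjusted p = 5.5e-08, and adjusted p = 0.636 with an estimated correlation). Of 48 splicing factors 7 rose, none of them when adjusted over the list alone (camera adjusted p = 5.5e-08, and adjusted p = 0.636 with an estimated correlation). HNRNPA1, which binds pre-mRNA, had a log2 fold change of 2.40, lost in 4 of 9 fits that left out 1 array, and its probe set with the highest mean had -0.08. Glycolytic enzymes (2 of 18 rose, 2 when adjusted over the list alone) included ENO2 at 1.18, and HK1 at 1.16, against 0.45 for its probe set with the highest mean. In cholesterol synthesis (2 of 17 rose, 3 when adjusted over the list alone) LSS had 1.06 (ENO2, HK1 and LSS were lost without fresh replicate 1, and HK1, LSS and MSMO1 without replicate 1 of the arrays without gradient) and MSMO1 1.25, against -0.30 for its probe set with the highest mean. Genes of neurites (3 of 30 rose, 1 when adjusted over the list alone) included CRMP1, a protein of axon guidance, at 1.81 (standard error 0.39), against 0.65 for its probe set with the highest mean. Glycolysis, cholesterol synthesis and neurites had camera adjusted p values of 5.89e-06, 0.00444 and 0.00169, and each an adjusted p = 0.636 with an estimated correlation, cholesterol synthesis not passing without fresh replicate 3 (adjusted p = 0.0793). Without fresh replicate 1, 2 ribosomal proteins, 0 splicing factors, 0 glycolytic enzymes, 1 gene of cholesterol synthesis and 1 of neurites passed by limma (unadjusted), and without fresh replicate 3, 11, 16, 3, 3 and 5. Leaving out each of the other arrays gave 3 to 8, 1 to 14, 1 to 3, 0 to 3 and 1 to 6. These increases stood in arrays whose GAPDH 3' minus 5' difference was lower than in the fresh arrays by 2.19 on average.

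Across 18132 genes, 397 rose and 51 fell, which is 2.47% of the genes tested. Over all genes, not only those past the criterion, the 3 arrays of one condition all lay above those of the other in 25.6%. The 10 ways to split these 6 arrays average about 10%. A single split can lie far from that where genes move together, so an excess over chance was not tested. By limma, 0 genes had an adjusted p under 0.05 and 2433 had an unadjusted p under 0.05. The count was 87 without fresh replicate 1, 260 without fresh replicate 2, 1419 without fresh replicate 3, 249 and 297 without replicates 1 and 3 of the arrays without gradient, and 719 without replicate 1 of those with gradient. With the probe set of highest mean per gene 113 genes passed, and with the GAPDH difference as a covariate, an alternative chosen after seeing the data, 36 rose and 168 fell.

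**Figure D2:**
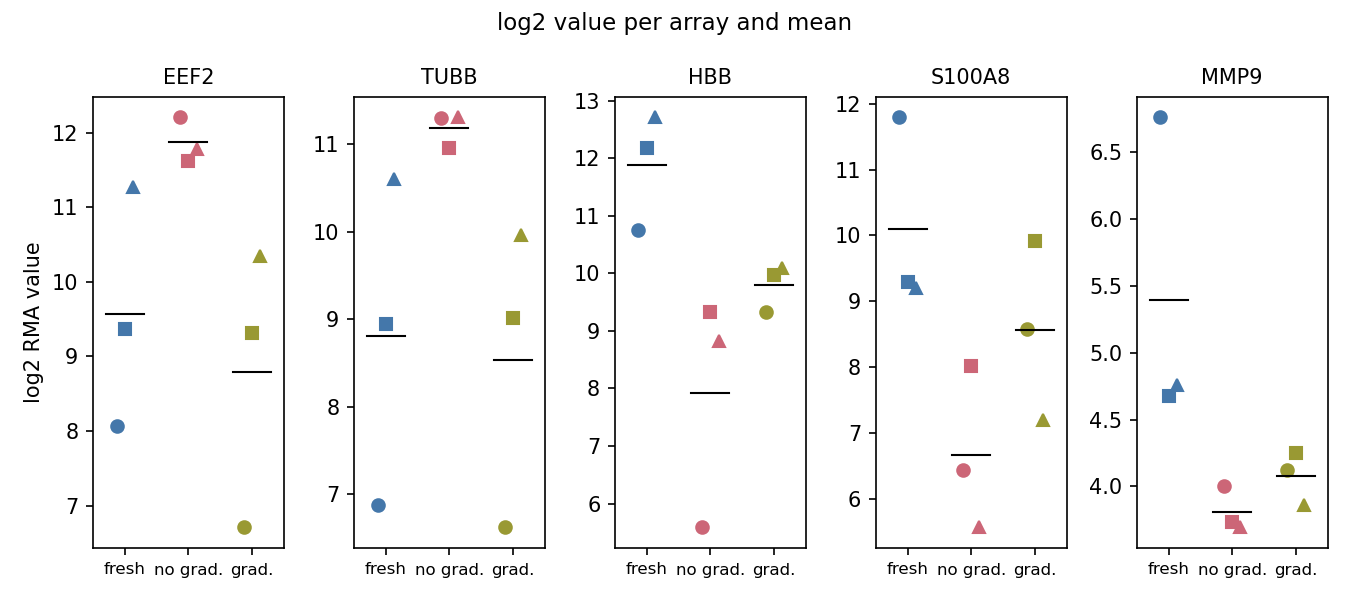
Log2 RMA value (vertical axis) of EEF2, TUBB, HBB, S100A8 and MMP9 in each array, by condition (fresh, frozen without gradient, frozen with gradient), with 1 symbol per replicate number and a line at the mean of 3 arrays. HBB has a mean of 11.88 in the fresh arrays and 7.91 in those without gradient, and EEF2 has means of 9.57 and 11.87. For this comparison the probe set with the highest mean had a log2 fold change of -0.16 for EEF2 and 0.74 for TUBB. The calls of EEF2 and of TUBB each passed in 3 of 9 fits that left out 1 array.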

The microarray analysis of 19960 genes from spiked-in and recovered LAN-1 cells revealed that freezing, storage and thawing without the additional density gradient separation altered only 22 genes (0.15%) significantly (p<0.05, |log_2_FC|>1). However, when an additional density gradient separation step was introduced after thawing, the number of significantly altered genes (p<0.05, |log_2_FC|>1) increased to 505 genes (2.53%).

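In the 3 arrays labelled frozen with gradient, few genes differed from the fresh arrays, and HBB and MMP9 were again among those that were lower. HBB fell by 2.09 on the log2 scale (standard error 0.91, n = 3 per condition, adjusted p = 0.857 from limma), a call lost in 6 of 9 fits that each left out 1 array, where the fold stayed at 1.67 to 2.24. MMP9 fell by 1.32 (standard error 0.49), lost without fresh replicate 1 (0.64) or gradient replicate 3 (1.21). ND1, a mitochondrially encoded subunit of respiratory complex I, rose by 1.06 (standard error 0.20), lost without fresh replicates 1 (0.95) or 2 (0.98) or gradient replicate 2 (0.92). H4C12, a histone H4 gene, rose by 1.31 (standard error 0.43), lost without gradient replicate 1 (0.79). None of the 11 named genes past the criterion passed in all 9 such fits. MRPL20, a protein of the mitochondrial ribosome, had a log2 fold change of 1.17, and its probe set with the highest mean had -0.0018. Of 26 granulocyte genes MMP9 passed the criterion, and S100A12 had a log2 fold change of -1.36 without passing. S100A12 had -0.53 without fresh replicate 1, and passed without fresh replicate 2 (-1.81) or 3 (-1.75) and with the GAPDH difference as a covariate (-1.56). The list of granulocytes and precursors had a camera adjusted p = 0.0106, and adjusted p = 0.773 with an estimated correlation, and did not pass without fresh replicate 1 (adjusted p = 0.348) or gradient replicate 3 (adjusted p = 0.375).

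In all, 7 genes rose and 9 fell, 0.0882% of 18132 genes. Over all genes both conditions were separate in 6.79%, where the 10 ways to split these 6 arrays average about 10%, a difference that was not tested. By limma, 0 genes had an adjusted p under 0.05 and 662 had an unadjusted p under 0.05. The genes HBB, MMP9, NPY2R and NXPH2, 25% of the 16, fell in both comparisons with the fresh arrays. In simulated arrays without any change 23.0% of the genes passing in this comparison were shared in this way through the fresh arrays. The simulated comparisons had 167 and 166 genes past the criterion on average, against 448 and 16 here, and a spread independent between genes. So the 23.0% shows that sharing arises without change and is no measured expectation for lists of these sizes. The count was 9, 29 and 190 without replicates 1, 2 and 3 of the arrays with gradient, and 44 without fresh replicate 3.

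With against without gradient, EEF2, a translation elongation factor, fell by 3.07 on the log2 scale (standard error 0.98, adjusted p = 0.244 from limma), and its probe set with the highest mean had a log2 fold change of -0.17. MYCN, the oncogene amplified in many neuroblastomas, fell by 2.59 (standard error 1.04), and its probe set with the highest mean had 0.22. HSPA8, a chaperone, fell by 3.30 (standard error 1.42) with -0.77 for that probe set. All 3 calls ended with the GAPDH difference as a covariate (EEF2 -0.85, MYCN -0.19, HSPA8 -0.03), and leaving out 1 array ended that of HSPA8 in 5 of 9 fits and that of MYCN in 4 of 9 (without gradient replicate 1, HSPA8 -1.56, MYCN -1.34 and EEF2, still past the criterion, -2.03). Of 18 glycolytic enzymes 6 fell, 6 also when adjusted over the list alone (camera adjusted p = 2.3e-07, and adjusted p = 0.33 with an estimated correlation). Of 48 splicing factors 11 fell, none when adjusted over the list alone (camera adjusted p = 5.13e-09, and adjusted p = 0.482 with an estimated correlation). Of 27 noradrenergic genes 4 fell, none when adjusted over the list alone, among them TH, which makes a precursor of noradrenaline, and HAND2, a transcription factor of sympathetic neurons, at -1.66, against -0.27 for its probe set with the highest mean (camera adjusted p = 0.00969, and adjusted p = 0.44 with an estimated correlation, not past camera without replicate 1 of the arrays without gradient, 0.0543). Leaving out 1 array gave 2 (without replicate 1 of the arrays without gradient) to 11 glycolytic enzymes, 1 (without gradient replicate 1) to 25 splicing factors and 2 (without gradient replicate 1 or replicate 2 of those without) to 8 noradrenergic genes, each highest without gradient replicate 3. Probe sets assigned to SCARNA20 and SNORA26, small RNAs that guide modification of other RNAs, rose by 1.36 (standard error 0.27) and 1.25 (standard error 0.30, lost without replicate 1 of the arrays without gradient). The lowest of the 3 probe sets of SCARNA20 had 0.36. Whether the signal comes from the small RNAs themselves was not tested.

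The median of all genes was 0.15 in this comparison, and 0.04 after cyclic loess. Here 19 genes rose and 769 fell, 4.35% of 18132. Over all genes conditions were separate in 35.6%, where the 10 ways to split these 6 arrays average about 10%, a difference that was not tested. The GAPDH 3' minus 5' difference was higher with gradient than without by 2.74 on average (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). By limma, 0 genes had an adjusted p under 0.05 and 3654 had an unadjusted p under 0.05. The count was 196 and 2039 without replicates 1 and 3 of the arrays with gradient, and 433 and 463 without replicates 1 and 3 of those without. It was 201 with the probe set of highest mean and 87, 33 higher and 54 lower, with the GAPDH difference as a covariate.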

**Fig 3:**
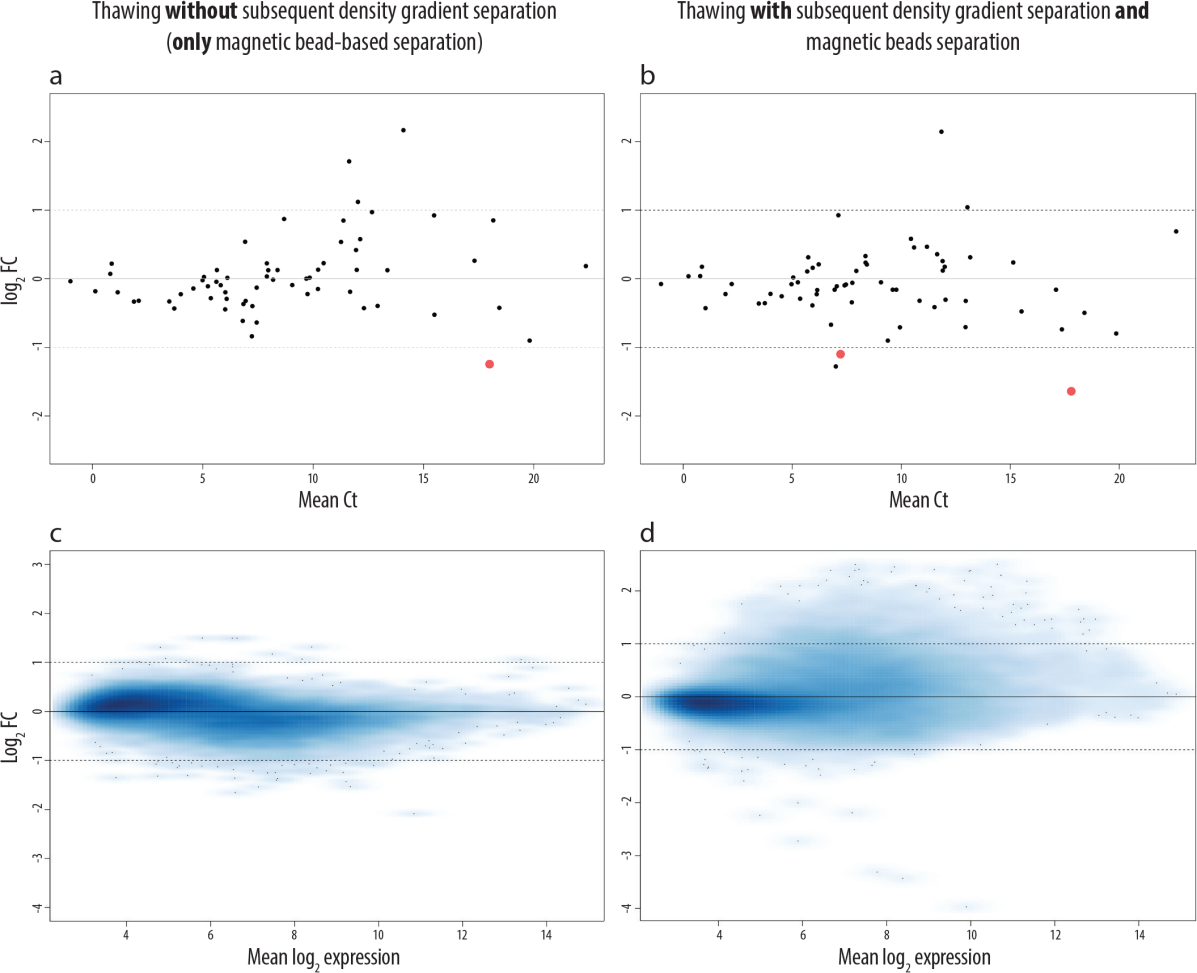
Effects of freezing, storage and thawing of samples on NB gene expression. In (a-b) we analyzed the effect of freezing, storage at -80°C and thawing by qPCR array on the expression of 64 genes of NB cells spiked into PB. In (a) we show the effect when after thawing the samples were only enriched by magnetic bead-based separation, whereas in (b) we introduced an additional density gradient separation prior to magnetic bead-based separation. Red dots represent genes that are significantly changed (p<0.05, |log_2_FC|>1) at given conditions compared to the baseline (LAN-1 cells enriched and homogenized in TRIzol immediately after spiking). Genes with |log_2_FC|>1 and p>0.05 are represented by black dots (not significant), as their expression was not coherently changed between the three biological replicates. The log_2_ fold change is indicated on the y-axis and the mean Ct values in the x-axis. In (c-d) we analyzed the same effects on NB cells spiked into BM by microarrays. The mean log_2_ expression is shown in the x-axis, and the log_2_ fold change on the y-axis.

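Arrays of 1 condition were not more alike than arrays of different conditions beyond the spread between pairs. Over 18132 genes, the mean Pearson correlation, taken across genes within pairs of arrays, was 0.958 ± 0.0428 (SD, 9 pairs) within conditions and 0.950 ± 0.0484 (SD, 27 pairs) between them. The difference of 0.00836 had an exact permutation p of 0.196 (one-sided, 280 ways to part 9 arrays, smallest possible p 0.00357). For arrays with the same replicate number, the difference was 0.0133 (exact permutation p = 0.0893, one-sided), and 0.0773 (exact permutation p = 0.0321) over the 1000 most variable genes. Genes are not independent replicates. In average-linkage clustering, none of the 3 conditions formed a branch of its own.

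The first arrays to join were replicate 3 of the fresh arrays and replicate 3 of those labelled frozen with gradient, at r = 0.995. Replicate 1 with gradient joined last, with a median correlation of 0.868 with the other 8 arrays, where the others had 0.941 to 0.985. That array also had the highest GAPDH 3' minus 5' difference, 6.73. MYCN had a mean of 8.89 ± 2.19 (SD, n = 3) in its condition and of 11.48 ± 0.16 (SD, n = 3) in the arrays without gradient. Leaving out 1 array at a time gave differences between conditions from -0.00187, without replicate 3 of the arrays without gradient, to 0.0255, without replicate 3 of those with gradient.

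From the absence of clusters of fresh and frozen samples, the paper reasons that freezing, thawing and storage at -80°C do not shift the expression pattern of spiked-in neuroblastoma cells in a systematic way.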

In the unsupervised clustering of the microarray data, the fresh and frozen samples of the three biological replicates did not cluster (Fig 4), indicating that the freezing/thawing procedure and storage at -80°C does not systematically affect the gene expression pattern of spiked-in NB cells.

**Fig 4:**
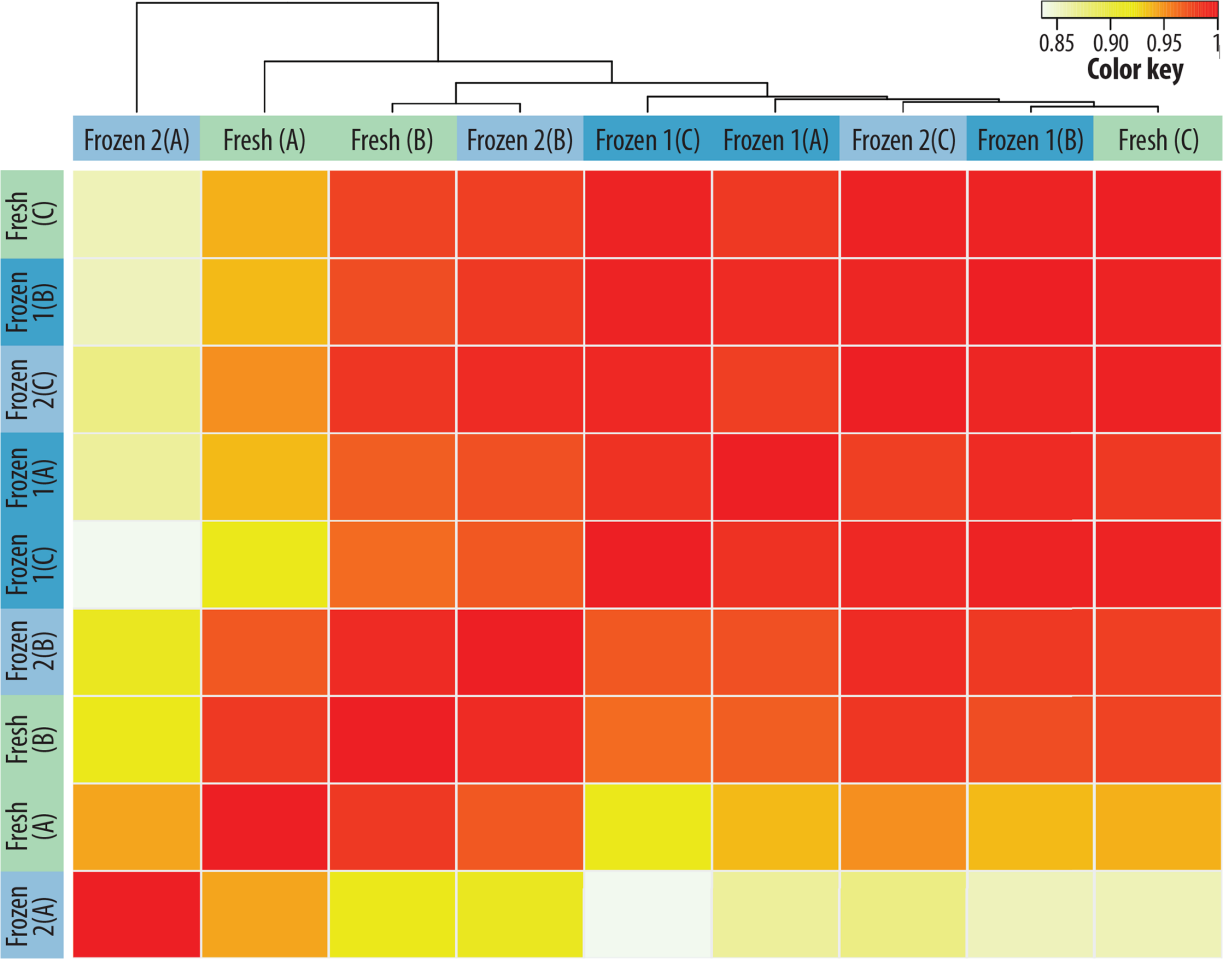
Unsupervised clustering of NB samples after freezing, storage and thawing procedure. Microarray analysis of three biological replicates (A-C) and the three different pretreatment conditions: fresh (no freezing/thawing), frozen 1 (thawing > magnetic bead-based separation of LAN-1 cells) and frozen 2 (thawing > density gradient separation > magnetic bead-based separation of LAN-1 cells). In the unsupervised clustering of the expression of the analyzed genes, the fresh and the two differently frozen samples (1, 2) did not cluster. The correlation coefficient (R) is illustrated by the color key: white (0) = no correlation and red (1) = high correlation.

### Magnetic bead-based enrichment of NB cells has no significant impact on their gene expression

To assess the issue of whether magnetic bead-based enrichment of DTCs affects the expression profiles of tumor cells, we performed qPCR analysis of 71 genes on spiked-in LAN-1 cells. For this purpose we spiked LAN-1 cells into PB and performed the density gradient separation without delay. Following density gradient separation, LAN-1 cells were enriched twice in a row. We analyzed the impact of a repeated magnetic bead-based enrichment, as in some cases a one-step magnetic bead-based enrichment does not result in the requested purity of the DTCs. The gene expression profiles of LAN-1 cells were analyzed after each enrichment step and compared to the gene expression signature of non-manipulated LAN-1 cells (cells that have not been spiked into PB, but have been homogenized in TRIzol). Independently of the number of enrichments, only three genes (4.23%) were significantly altered (p<0.05, |log_2_FC|>1, Fig 5). These results indicate that density gradient separation alters the gene expression of spiked-in tumor cells slightly more than magnetic bead-based enrichment, which, in contrast, has virtually no effect on the gene expression of neuroblastoma cells under conditions explained above (S4 Table).

**Fig 5:**
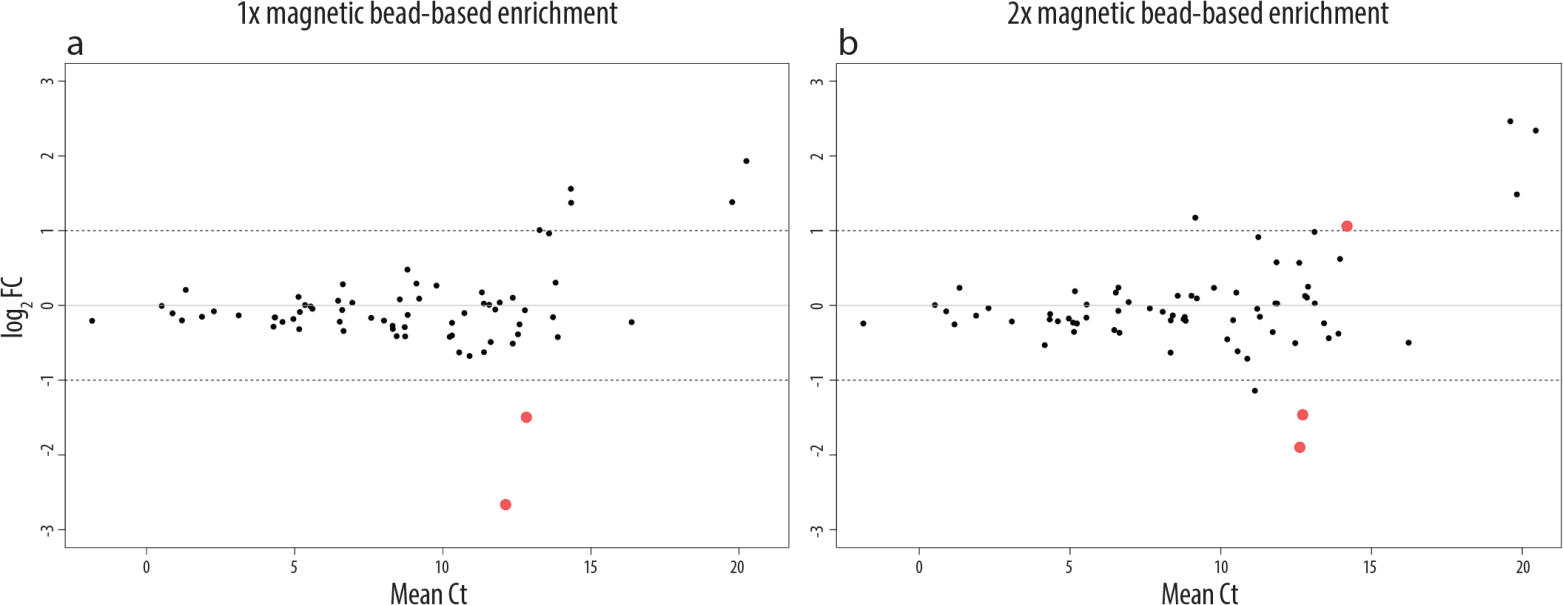
Effects of magnetic bead-based enrichment of NB cells on their gene expression. qPCR arrays were used to analyze the effects of magnetic bead-based enrichment on the expression of 71 genes in NB cells. In (a) the altered gene expression is shown for cells that have been enriched only once after density gradient separation, whereas in (b) the effect of two following magnetic bead-based enrichment steps is shown. Red dots represent genes that are significantly changed (p<0.05, |log_2_FC|>1) at given conditions compared to the baseline (LAN-1 cells before spiking into PB). The expression of genes with |log_2_FC|>1 but p>0.05 are not considered as significant, as their expression was not coherently changed in the different biological replicates. The log_2_ fold change is indicated on the y-axis and the mean Ct values in the x-axis.

The impact of immunomagnetic bead-based enrichment on the gene expression signature was so far mainly studied on peripheral blood cells [54, 55]. These studies support our findings that the impact of magnetic bead-based enrichment on the gene expression is negligible. However, these studies examined different antibody–receptor combinations and so far no data are available concerning a short treatment of neuroblastoma cells with anti GD2 antibodies at 4°C, although an anti-neuroblastoma effect is known in *in vivo* and *in vitro* systems when the antibody is applied on neuroblastoma cells for longer periods [56]. Of all pre-analytical handling steps performed in this study the magnetic bead-based enrichment with GD2 antibodies has the least impact on the gene expression signatures of neuroblastoma cells.

## Conclusion

Our results show that of all pre-analytical handling steps, the resting-time (corresponding to the transport time) at room temperature, prior to analysis or storage at -80°C, altered the gene expression of spiked-in NB cells the most. The gene expression alterations could, however, be reduced if the samples were kept at 4°C. Taken together, reliable expression results of DTCs can be obtained if the transport of the BM sample does not take longer than 24 h at 4°C. However, in order to obtain unbiased results, immediate DTC enrichment and RNA extraction, or freezing of the complete BM in DMSO for future separation, should always be preferred.

Further, we were able to show that freezing, thawing and storage at -80°C did not systematically alter the gene expression of spiked-in NB cells. And, finally, magnetic bead-based enrichment of DTCs had no marked effect on the expression profile of the spiked-in tumor cells. Thus, this technique is an excellent tool to enrich DTCs suitable for gene expression analysis.

## Supporting Information

S1 Table Influence of incubation at 4°C and room temperature (= transport) of PB samples on the expression signature of spiked-in NB cells. The file contains the log2 fold changes, p values and adjusted p values for multiple testing by the Benjamini-Hochberg method (q values) of all analyzed genes.
(XLS)

S2 Table RQI values of samples incubated for up to 72h. RQI values listen in an excel file (.xls). Samples were stored at room temperature and 4°C. The experiment was repeated three times.
(XLS)

S3 Table Influence of freezing/thawing and storage at -80°C of PB samples on the gene expression signature of spiked-in NB cells. The file contains the log_2_ fold changes, p values and adjusted p values for multiple testing by the Benjamini-Hochberg method (q values) of all analyzed genes.
(XLS)

S4 Table Influence of density gradient separation and magnetic bead-based enrichment of NB cells on their gene expression. The file contains the log_2_ fold changes, p values and adjusted p values for multiple testing by the Benjamini-Hochberg method (q values) of all analyzed genes.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

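RNA of LAN-1 cells recovered from spiked bone marrow was measured on 9 arrays, 3 fresh, 3 labelled frozen without gradient and 3 labelled frozen with gradient. The authors hybridized 1 array per sample with 100 ng of total RNA and computed log2 signals per probe set with RMA, which corrects background, normalizes between arrays by quantiles and summarizes probes. The deposited log2 values were used as they are. No raw intensities were used, so the background correction could not be varied. For arrays, their number limits the precision, here 3 per condition.

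The table held 49395 probe sets. Of these, 102 controls, 1832 with several gene symbols and 2473 with no gene symbol were left out of the gene tests, and 11734 of the 18132 genes had more than 1 probe set. The most variable probe set over the 9 arrays was taken for each gene. Genes of the Y chromosome, XIST and TSIX, 26 in all, were tested but are not reported. All computation used R 4.3.3 with limma 3.58.1. The model held 3 condition means over 9 arrays and no further term. Counts were made at an unadjusted p under 0.05 with an absolute log2 fold change over 1, and at a Benjamini-Hochberg adjusted p under 0.05. The paper states p<0.05 and this fold, and its methods name Benjamini-Hochberg adjustment. Its p was read as unadjusted, because CDKN2C, which the paper calls altered by qPCR at this criterion, passes in its supplementary table by the unadjusted p and not by the adjusted one. Comparisons were frozen without gradient against fresh, frozen with gradient against fresh, and with against without gradient.

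The model, 32 gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from both alternatives on labelling quality named here. The lists covered stress, metabolic and cell cycle programs, neuroblastoma and neuronal identity, 10 sets of markers for other marrow cells and the paper's qPCR panel. The panel was chosen by the study, though on other samples. Lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over 32 lists. Named genes were, per comparison, the 10 with the largest increase and the 10 with the largest decrease among genes past the criterion whose conditions did not overlap, the genes the paper names, and the 4 members of each list with the smallest p.

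Correlations between arrays were compared by an exact permutation over 280 partitions. Labelling was read from the 3' and 5' control probe sets of GAPDH and of 4 bacterial control RNAs. The alternatives were the probe set with the highest mean, the mean of all probe sets, every probe set on its own, cyclic loess, quantile normalization, median centring, a mean log2 of at least 5 or at the median of genes, an intensity trend with robust estimation, array weights, the replicate number as a block, the 6 arrays compared alone, and each array left out. Added after seeing the data were the GAPDH 3' minus 5' difference as a covariate and leaving out both arrays with the lowest 5' GAPDH signal.

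The procedure was tested on simulated arrays with the real means and spreads and 200 of 18132 genes changed. For frozen without gradient against fresh, 94% of genes changed by 1.5 on the log2 scale and 100% of those changed by 3 passed the criterion, and 68% and 94% an adjusted p under 0.05. Among unchanged genes, 168 passed the criterion and 6 the adjusted p. For frozen with gradient against fresh, 96% and 98% passed the criterion, with 161 unchanged genes past it. For with against without gradient, 94% and 100% passed, with 169 unchanged genes past it. The simulated spread was independent between genes, which the arrays' spread is not.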

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

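The tests of explanations and the counts of splits in this part were chosen only after the results were seen.

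Replicate 1 of the arrays labelled frozen with gradient stood apart from the others, with a median correlation of 0.868 with the other 8 arrays. Its gap to the nearest array was 0.624 of the whole range, above Dixon's critical value for 9 arrays. Chance passes that value in about 1 of 20 groups, and 3 measures were looked at in this way. The bacterial control RNAs, which the paper does not report on, had a mean 3' minus 5' difference of 5.17 on the log2 scale in the same array, above the fresh arrays (1.93 to 3.84).

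The first pattern is the excess of higher over lower genes, 397 against 51, in the arrays labelled frozen without gradient, for which a candidate explanation is labelling that reached less far toward the 5' ends in some arrays. Within conditions, the mean of these 397 genes and the GAPDH 3' minus 5' difference had a correlation of -0.95 over the 9 arrays (exact permutation within conditions, one-sided p = 0.00926, 216 arrangements), where the mean of all other genes had -0.22. The arrangements took the 9 arrays as not paired. Most arrays with the same replicate number deviated alike, so this p may be too small. Labelling is not told apart here from an effect of the replicate. For the 340 genes with another probe set of higher mean, that probe set had a median log2 fold change of 0.0917 against 1.25 for the chosen one, although the choice of the most variable probe set gives such a loss by itself, and the 19 lower genes of this kind also went from -1.04 to -0.19. With the GAPDH difference as a covariate the median of the 397 genes went from 1.23 (0.92 to 1.58 leaving out 1 array, median standard error 0.42) to 0.59 (0.32 to 0.83, median standard error 0.23), and 31 of the 397 still passed the criterion, the fold going under 1 while the standard error did not grow. Over all genes, more then fell than rose in this comparison. Freezing, storage and thawing as such would raise the same genes in both post-thaw conditions. Their median was 0.00198 in the arrays with gradient (-0.34 to 0.39 leaving out 1 array, 0.16 with the covariate). This argues against freezing as such as the source of the whole rise. A smaller shared part stays open, because the 397 genes were chosen by the comparison without gradient. The arrays with gradient also differed from those without in labelling (GAPDH difference 3.90 against 1.16). The value with the covariate was not recomputed leaving out 1 array. An effect of leaving out the gradient itself is confounded with the condition and stays open too.

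The second pattern is the decrease of HBB and of granulocyte transcripts, 8 genes with a median log2 fold change of -1.89 without gradient. All 8 were lower with gradient (median -1.34, or -0.58 without fresh replicate 1). Simulated unchanged genes that fell without gradient had a median ratio of both folds per gene of 0.50. The ratio of both medians here, 0.71, is another measure and cannot be set against it. Of those simulated genes 89.0% were also lower with gradient, through the shared fresh arrays, so the comparisons are not independent. With the GAPDH covariate the median without gradient was -1.56 (-1.94 to -0.70 leaving out 1 array), and 4 of the 8 stayed past the criterion, so labelling may account for a part and its share cannot be told apart from the condition because the range crosses the bound of 1/2 of the change. Fewer marrow cells of every type left among the enriched cells would lower the other marrow markers alike. The first Lymphoprep separation, which keeps mononuclear cells, and the GD2 enrichment were common to all conditions. Of 138 such markers 5 (CYBA, CD24, LYZ, LEPR and LUM, named after their values were seen) had a mean log2 of at least 7 in the fresh arrays, with a median of -0.14 with gradient (-0.21 to 0.14 leaving out 1 array) and -0.36 without. Read by itself the median of -0.14 with gradient argues against fewer marrow cells of every type, being smaller than the explanation needs (-0.67). CYBA moved by -0.24 with gradient and, opposite to the explanation, by 0.65 without (standard error 0.30). But CD24, at 12.59 in the fresh arrays, LEPR and LUM may come from the tumor cells, and LYZ moved by 0.63 with gradient and -1.07 without (standard error 1.26). No array of LAN-1 cells alone was measured, so the explanation stays open. The number of abundant members needed for a decision was changed after the values were seen, from 3 to 10 and back, and at 3 without the further demand for an array of tumor cells alone the test would have argued against this explanation.

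The third pattern is that the numbers of altered genes lie exchanged against the paper's text. If the names of both post-thaw groups are the other way round in the text and Fig 3 or in the deposited labels, each count here would lie near the paper's count for the other group. The larger of both ratios was 1.38 (1.13 for the other), against 20.4 and 31.6 as named. The 4 lowest and highest log2 fold changes were set beside those read by eye in Fig 3, with no error of reading estimated. As named, they differ by 1.00 (within the limma standard error of that gene) to 1.91, and they lie within 0.03 of those for the other group. This is consistent with exchanged names, as a hypothesis found in the same data, and no biological explanation was tested for it. The paper's Fig 4 follows the deposited labels, with the first replicate with gradient apart, and the paper's qPCR in blood, with 1 altered gene without and 2 with gradient, is too small to weigh, so which of the names is right stays open.

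Of 10 ways to split 6 arrays into groups of 3, too few for a share under 0.05, the real split gave 448 genes past the criterion without gradient against fresh and the highest other split 429 (1 split as large, the real one). With gradient against fresh the real split gave 16 and the highest other 1431 (7 splits as large). That split set fresh replicates 1 and 2 with gradient replicate 1 against the rest. These had the highest GAPDH 3' minus 5' differences of the 6 arrays (4.92, 3.56 and 6.73, against 1.56 to 2.90), so it parts the arrays by labelling. The real splits of the other comparisons also part them by this difference (0.94 to 1.45 without gradient, 1.56 to 4.92 fresh, 2.07 to 6.73 with gradient). There, labelling and condition cannot be told apart by the splits. With against without gradient gave 788 and the highest other 404 (1 split as large). At an adjusted p under 0.05 all 10 splits gave 0 in each comparison (2433, 662 and 3654 genes at an unadjusted p under 0.05 in limma for the real ones). For the gene lists the real splits gave 11, 14 and 22 and the highest others 14, 20 and 21 (6, 3 and 1 splits as large).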

How the results depend on the processing

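Both alternatives on labelling (the GAPDH covariate and leaving out 2 arrays) were chosen after seeing the data. Most results on named genes kept their direction, and the counts depend on the probe set, on single arrays and on labelling. Without gradient against fresh, the GAPDH covariate turned the balance of the counts, with more genes lower than higher. Without gradient against fresh (448 genes) the count at the paper's criterion was 113 with the probe set of highest mean, 78 with the mean of all probe sets, 762 with every probe set on its own (more features tested), 1088 with array weights, 729 with the replicate number as a block, 204 with the GAPDH covariate, 202 without both arrays with the lowest 5' GAPDH signal and 87 to 1419 leaving out 1 array (87 without fresh replicate 1, 1419 without fresh replicate 3). With gradient against fresh (16) it was 4 with the mean of all probe sets, 30 with every probe set, 9 with a mean log2 of at least 5 and 8 at or over the median of genes (fewer genes tested), 109 with array weights, 25 with the block, 2 without both arrays and 9 to 190 leaving out 1 array (9 and 190 without gradient replicates 1 and 3). The 7 higher and 9 lower genes there became 2 and 2 with the mean, 67 and 42 with array weights, 5 and 4, 7 and 22 and 44 and 146 without gradient replicates 1, 2 and 3, and 5 and 39 without fresh replicate 3. With against without gradient (788) it was 201 with the probe set of highest mean, 188 with the mean, 1351 with every probe set, 1298 with the block, 87 with the covariate, 266 without both arrays and 196 to 2039 leaving out 1 array (196 and 2039 without gradient replicates 1 and 3). The paper's Fig 4 names 3 biological replicates (A-C) and 3 conditions, so the arrays may be paired by design. In the deposited values, deviations from the condition mean had a correlation over 0.1 in 7 of 9 same-number pairs. By these deviations, 7 of 9 arrays were closest to their own number in both other conditions. Because not all pairs did so, the block is given only here. If the arrays are paired, the main fit leaves that out and may misstate the spread. The same-number pairs of replicates 1 and 3 had 0.42 to 0.80 and both pairs below 0.1 hold fresh replicate 2, and the splits and simulations take the arrays as not paired. The cause of these changes was not tested, apart from labelling above.

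With array weights, limma gave 8739, 13077 and 10603 genes at an adjusted p under 0.05 in the 3 comparisons, against 0 in all other settings (2433, 662 and 3654 at an unadjusted p under 0.05). The weights did not converge and ran from 0.0597 to 88.7, so that few arrays decide these counts. Of the gene lists past camera, 11, 14 and 22, an estimated correlation left 0, 0 and 0 (the smallest adjusted p was then 0.636, 0.691 and 0.330, which are also the highest over the alternatives, the lowest being 5.78e-10, 1.19e-09 and 5.26e-11). The covariate left 6 and 7 without gradient against fresh and with against without gradient. With gradient against fresh, cyclic loess left 4, array weights 3, leaving out both arrays 7, and leaving out 1 array 2 (without fresh replicate 3) to 17. The likeness of arrays with the same replicate number was 0.0133, and 0.0773 (exact permutation p = 0.0321) over the 1000 most variable genes.

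A change of sign was counted as reversed only where the gene passed in the main fit or in the alternative. Of 1920 values for 96 results on named genes under the alternatives, 1562 were the same, 328 no longer passed, 21 newly passed and 9 reversed, all 9 with the probe set of highest mean. These were ERP29 (-0.0175), HNRNPA1 (-0.0825), EEF2 (-0.16) and MSMO1 (-0.30) without gradient against fresh, MRPL20 (-0.0018) with gradient against fresh, and MYCN (0.22), ATP6V1A (0.40), PGK1 (0.17) and MSMO1 (0.13) with against without gradient. The background correction was not varied, since only RMA values are held.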

Differences from the paper's values

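The paper's count of altered genes without gradient is 22 (0.15%), and 448 (2.47%) passed the same criterion here, with p read as unadjusted. The paper's count with gradient is 505 (2.53%), and 16 (0.0882%) passed here. None of the alternatives set before the data were examined brings either count or percentage within 1.5 times of the paper's, with 78 to 1419 genes without gradient and 4 to 190 with gradient. The covariate and the exclusion of both arrays with the lowest 5' GAPDH signal, chosen after seeing the values, do not either. Each count lies close to the paper's count for the other group. The number of genes tested was 18132, against the paper's 19960.

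In Fig 3C the paper's lowest log2 fold change is about -2.1, read by eye, and here it was -3.97 without gradient, with each alternative set before the data were examined also lower, apart from every probe set on its own, for which this value was not computed. In Fig 3D the paper's lowest is about -4.0 and its highest about 2.5, read by eye, and here they were -2.09 and 1.497 with gradient. The same alternatives keep the difference for the lowest value. A value was counted as different if it lay further from the paper's than the limma standard error of its gene. The error of reading by eye was not estimated. For the highest in Fig 3D, array weights (2.25) and leaving out gradient replicate 1 (2.03), fresh replicate 2 (2.14) or gradient replicate 3 (2.07) come within that standard error and the others do not, every probe set on its own again not computed. For the highest in Fig 3C, about 1.5, read by eye, the value here was 2.50 without gradient. It was 1.00 away, within the standard error, and so not counted as a difference. The standard error changes with the setting, so even the same 2.50 can lie outside it. The highest value lies outside it under cyclic loess (2.53), quantile normalization (2.46), array weights (2.83), a replicate block (2.50) and the 6 arrays alone (2.50). It also does on leaving out gradient replicate 1 (2.50) or 3 (2.50), replicate 2 of the arrays without gradient (2.74) or fresh replicate 3 (3.39). Set beside the panel of the other group, all 4 lowest and highest values lie within 0.03 of those read by eye, against differences of 1.00 to 1.91 as named, the smallest being the one within its standard error.

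The paper's text places the larger number of altered genes after the additional gradient, while in the arrays by their deposited labels it lies without it. In Fig 4 the sample that stands apart is the first replicate with gradient, as it is here, with a median correlation of 0.868.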

Other observations

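The genes of the paper's qPCR panel, measured by the study in blood, could be read on the arrays of cells from marrow for 60 of its 64 genes. Without gradient against fresh 3 rose and none fell, among them OLFM1, a secreted protein of neurons, with a log2 fold change of 2.19 (standard error 0.56, n = 3), against 0.56 for its probe set with the highest mean and -0.11 for the lowest of its 4 probe sets. With gradient against fresh none passed, and with against without gradient 7 fell, among them SERPINF1 with -2.49 (standard error 0.69), against -0.23 for its probe set with the highest mean. The panel had camera adjusted p values of 0.498, 0.075 and 0.0695 in the 3 comparisons. CTNNBIP1, an inhibitor of Wnt signalling, had -0.74 without and -0.61 with gradient. The reference genes of the qPCR had log2 fold changes of 0.87 (RPL11), 0.45 (RPL19) and 0.57 (ALDOA) without gradient and of 0.33, 0.24 and -0.45 with gradient, none past the criterion, and the probe set of RPL11 with the highest mean had 0.10 without and 0.09 with gradient.

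Marker genes of lymphoid cells, platelets and stroma had low signals, with medians of the mean log2 from 4.26 (NK cells) to 5.31 (platelets). With gradient against fresh none of the T cell (median log2 fold change 0.18), B cell (0.32), NK cell (0.16), platelet (0.30) or stroma (0.19) genes passed the criterion, while camera gave adjusted p values of 0.00672, 0.00223, 0.00758, 0.00672 and 0.016, each with an adjusted p = 0.773 with an estimated correlation. All genes with a mean log2 of 4 to 6 had a median of 0.12 in this comparison, with 0.39, 0.04 and -0.04 in gradient replicates 1, 2 and 3 against the fresh mean. Without gradient replicate 1, the lists of B cells and plasma cells (adjusted p = 0.0187) and megakaryocytes and platelets (0.00744) still passed camera, and T cells (0.54), NK cells (0.336) and marrow stroma and endothelium (0.17) did not. Without fresh replicate 3 none of the 5 passed, with T cells at 0.118, B cells and plasma cells at 0.0895, NK cells at 0.121, megakaryocytes and platelets at 0.167 and marrow stroma and endothelium at 0.163. Without gradient replicate 2 megakaryocytes and platelets (0.0896) and marrow stroma and endothelium (0.0771) did not pass. With against without gradient all genes with a mean log2 of 4 to 6 had a median of 0.26.

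Without gradient against fresh, the further lists past limma's camera test upward were unfolded protein and integrated stress response (0 of 27 past the criterion, median 0.24, camera adjusted p = 0.00492), DNA replication (2 of 33 rose, median 0.46, camera adjusted p = 0.0252), oxidative phosphorylation (7 of 70 rose, median 0.21, camera adjusted p = 0.000103). With an estimated correlation the adjusted p was 0.636 to 0.755. The further lists past limma's camera test downward were inflammatory and NF-kB targets (0 of 21 past the criterion, median -0.24, camera adjusted p = 0.044). With an estimated correlation the adjusted p was 0.755. Not past the test were immediate early genes (0 of 30 past the criterion, median -0.15, adjusted p = 0.428), heat shock and chaperones (1 of 20 rose, median 0.05, adjusted p = 0.148), hypoxia response (1 of 23 rose, median -0.03, adjusted p = 0.428), oxidative stress and metallothioneins (0 of 20 past the criterion, median 0.01, adjusted p = 0.507), p53 targets and apoptosis (0 of 25 past the criterion, median -0.07, adjusted p = 0.817), cold response (0 of 6 past the criterion, median 0.78, adjusted p = 0.118), interferon targets (0 of 24 past the criterion, median -0.08, adjusted p = 0.869), mitosis (1 of 32 rose, median 0.25, adjusted p = 0.148), noradrenergic neuroblastoma identity (2 of 27 rose, median -0.03, adjusted p = 0.342), mesenchymal neuroblastoma identity (1 of 23 rose, median -0.25, adjusted p = 0.507), GD2 ganglioside synthesis (0 of 7 past the criterion, median -0.26, adjusted p = 0.24), long genes of neurons (1 of 16 rose, median -0.24, adjusted p = 0.247), pan-leukocyte (1 of 20 rose, median -0.29, adjusted p = 0.24), T cells (0 of 18 past the criterion, median -0.13, adjusted p = 0.24), B cells and plasma cells (0 of 18 past the criterion, median -0.10, adjusted p = 0.636), NK cells (0 of 17 past the criterion, median -0.09, adjusted p = 0.247), monocytes and macrophages (1 of 21 rose, 1 of 21 fell, median -0.19, adjusted p = 0.101), megakaryocytes and platelets (0 of 14 past the criterion, median -0.21, adjusted p = 0.24), hematopoietic progenitors (0 of 11 past the criterion, median -0.15, adjusted p = 0.755), marrow stroma and endothelium (0 of 19 past the criterion, median -0.13, adjusted p = 0.24). Leaving out 1 array ended the camera result (adjusted p in parentheses) of unfolded protein and integrated stress response without fresh replicate 1 (0.219); inflammatory and NF-kB targets without fresh replicate 1 (0.477), replicate 2 of the arrays without gradient (0.0505) or replicate 3 of the arrays without gradient (0.132); DNA replication without fresh replicate 1 (0.705), replicate 2 of the arrays without gradient (0.0768) or replicate 3 of the arrays without gradient (0.197).

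With gradient against fresh, the further lists past limma's camera test downward were unfolded protein and integrated stress response (0 of 27 past the criterion, median -0.27, camera adjusted p = 0.0135), hypoxia response (0 of 23 past the criterion, median -0.22, camera adjusted p = 0.0473), cholesterol synthesis (0 of 17 past the criterion, median -0.20, camera adjusted p = 0.0195), mitosis (0 of 32 past the criterion, median -0.26, camera adjusted p = 0.00127), glycolysis (0 of 18 past the criterion, median -0.27, camera adjusted p = 0.0112), mRNA splicing factors (0 of 48 past the criterion, median -0.19, camera adjusted p = 0.0297), noradrenergic neuroblastoma identity (0 of 27 past the criterion, median -0.23, camera adjusted p = 0.0106), neuronal cytoskeleton and neurites (0 of 30 past the criterion, median -0.30, camera adjusted p = 0.00672). With an estimated correlation the adjusted p was 0.691 to 0.799. Not past the test were immediate early genes (0 of 30 past the criterion, median 0.02, adjusted p = 0.935), heat shock and chaperones (0 of 20 past the criterion, median -0.10, adjusted p = 0.437), oxidative stress and metallothioneins (0 of 20 past the criterion, median -0.03, adjusted p = 0.437), p53 targets and apoptosis (0 of 25 past the criterion, median -0.15, adjusted p = 0.258), cold response (0 of 6 past the criterion, median -0.29, adjusted p = 0.438), inflammatory and NF-kB targets (0 of 21 past the criterion, median 0.16, adjusted p = 0.0831), interferon targets (0 of 24 past the criterion, median 0.16, adjusted p = 0.0831), DNA replication (0 of 33 past the criterion, median -0.09, adjusted p = 0.0771), ribosomal proteins (0 of 63 past the criterion, median 0.04, adjusted p = 0.935), oxidative phosphorylation (0 of 70 past the criterion, median 0.03, adjusted p = 0.935), mesenchymal neuroblastoma identity (0 of 23 past the criterion, median -0.02, adjusted p = 0.769), GD2 ganglioside synthesis (0 of 7 past the criterion, median -0.04, adjusted p = 0.551), long genes of neurons (0 of 16 past the criterion, median -0.19, adjusted p = 0.258), pan-leukocyte (0 of 20 past the criterion, median 0.09, adjusted p = 0.437), erythroid cells (1 of 16 fell, median 0.05, adjusted p = 0.814), monocytes and macrophages (0 of 21 past the criterion, median 0.11, adjusted p = 0.551), hematopoietic progenitors (0 of 11 past the criterion, median -0.04, adjusted p = 0.438). Leaving out 1 array ended the camera result (adjusted p in parentheses) of unfolded protein and integrated stress response without gradient replicate 1 (0.407) or fresh replicate 3 (0.84); hypoxia response without fresh replicate 1 (0.103), replicate 1 of the arrays without gradient (0.0557), gradient replicate 1 (0.407), gradient replicate 2 (0.0592) or fresh replicate 3 (0.121); cholesterol synthesis without gradient replicate 1 (0.333), fresh replicate 2 (0.0632), fresh replicate 3 (0.0824) or gradient replicate 3 (0.0785); mitosis without gradient replicate 1 (0.91) or fresh replicate 3 (0.57); glycolysis without gradient replicate 1 (0.707) or fresh replicate 3 (0.731); mRNA splicing factors without gradient replicate 1 (0.00744, past it the other way), fresh replicate 2 (0.0503) or fresh replicate 3 (0.57); noradrenergic neuroblastoma identity without fresh replicate 1 (0.0574) or gradient replicate 1 (0.221); neuronal cytoskeleton and neurites without gradient replicate 1 (0.931) or fresh replicate 3 (0.336). So none of these 8 lists passed downward without gradient replicate 1, and mRNA splicing factors then passed upward, while without fresh replicate 3 only noradrenergic neuroblastoma identity passed (0.0419).

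With against without gradient, the further lists past limma's camera test upward were inflammatory and NF-kB targets (1 of 21 rose, median 0.44, camera adjusted p = 0.00375), erythroid cells (0 of 16 past the criterion, median 0.33, camera adjusted p = 0.0264), T cells (0 of 18 past the criterion, median 0.41, camera adjusted p = 0.00375), B cells and plasma cells (0 of 18 past the criterion, median 0.31, camera adjusted p = 0.00736), NK cells (0 of 17 past the criterion, median 0.31, camera adjusted p = 0.0039), monocytes and macrophages (1 of 21 fell, median 0.32, camera adjusted p = 0.0375), granulocytes and precursors (0 of 26 past the criterion, median 0.41, camera adjusted p = 0.0046), megakaryocytes and platelets (1 of 14 rose, median 0.61, camera adjusted p = 0.00375), marrow stroma and endothelium (1 of 19 rose, median 0.43, camera adjusted p = 0.00736). With an estimated correlation the adjusted p was 0.482 to 0.484. The further lists past limma's camera test downward were heat shock and chaperones (3 of 20 fell, median -0.50, camera adjusted p = 0.0419), unfolded protein and integrated stress response (2 of 27 fell, median -0.59, camera adjusted p = 4.09e-05), hypoxia response (4 of 23 fell, median -0.20, camera adjusted p = 0.0454), cold response (2 of 6 fell, median -1.08, camera adjusted p = 0.0439), cholesterol synthesis (4 of 17 fell, median -0.50, camera adjusted p = 0.00014), DNA replication (6 of 33 fell, median -0.66, camera adjusted p = 0.00194), mitosis (2 of 32 fell, median -0.51, camera adjusted p = 0.000198), ribosomal proteins (6 of 63 fell, median -0.39, camera adjusted p = 1.17e-06), oxidative phosphorylation (3 of 70 fell, median -0.20, camera adjusted p = 0.000434), neuronal cytoskeleton and neurites (6 of 30 fell, median -0.74, camera adjusted p = 4.39e-06). With an estimated correlation the adjusted p was 0.33 to 0.52. Not past the test were immediate early genes (0 of 30 past the criterion, median 0.22, adjusted p = 0.528), oxidative stress and metallothioneins (0 of 20 past the criterion, median -0.22, adjusted p = 0.228), p53 targets and apoptosis (2 of 25 fell, median 0.18, adjusted p = 0.388), interferon targets (0 of 24 past the criterion, median 0.21, adjusted p = 0.228), mesenchymal neuroblastoma identity (1 of 23 fell, median 0.26, adjusted p = 0.798), GD2 ganglioside synthesis (0 of 7 past the criterion, median 0.39, adjusted p = 0.519), long genes of neurons (1 of 16 fell, median 0.21, adjusted p = 0.772), pan-leukocyte (1 of 20 rose, 1 of 20 fell, median 0.39, adjusted p = 0.0924), hematopoietic progenitors (0 of 11 past the criterion, median 0.17, adjusted p = 0.44). Leaving out 1 array ended the camera result (adjusted p in parentheses) of heat shock and chaperones without replicate 1 of the arrays without gradient (0.0543), gradient replicate 1 (0.116) or replicate 3 of the arrays without gradient (0.0661); hypoxia response without fresh replicate 1 (0.0614), replicate 1 of the arrays without gradient (0.108), gradient replicate 2 (0.0529), fresh replicate 3 (0.0662) or gradient replicate 3 (0.0543); cold response without gradient replicate 1 (0.169) or replicate 3 of the arrays without gradient (0.0762); DNA replication without gradient replicate 1 (0.151); monocytes and macrophages without gradient replicate 1 (0.076), gradient replicate 2 (0.0838) or replicate 3 of the arrays without gradient (0.053).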
